A study of Drosophila melanogaster with 23 samples. Its data were reported in "Conserved noncoding transcription and core promoter regulatory code in early Drosophila development" (2017).

How the data were processed

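Embryos of Drosophila melanogaster (strain y; cn bw sp) had been collected in 23 successive 1-hour windows after egg laying, from 0-1 h to 22-23 h, as the second biological replicate of a developmental time series. Each window gave 1 sample, so the series has no replicates of its own, and the first replicate series was not among the files used here. RNA was assayed with RAMPAGE, a method that sequences the 5' ends of capped transcripts from cDNA that reaches the cap. According to the authors' protocol all 23 samples were barcoded during reverse transcription, pooled, carried through the later steps as a single library and sequenced in a single lane, so no library batch or sequencing batch separates the time points.

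The authors mapped the reads with STAR, in an unstated version, to FlyBase release 5.49 of the genome. They called transcription start site clusters (TSCs), which are groups of neighbouring start sites taken as promoters, with their own peak caller on the data pooled over the series, and removed clusters over annotated ribosomal DNA. The deposited table of TSCs gives RPM, that is reads scaled by the authors to the total of reads counted in TSCs of each library. The deposited gene table gives RPM as well, each gene being the sum of the TSCs that the authors assigned to it. Checked on the reads recovered below, all 10622 gene rows equalled the sum of their TSCs, and 1 further row summed the TSCs without a gene. Another deposited table holds a score per gene, a Z-score at 115 positions. The authors describe such series as upsampled, smoothed and aligned by warping to the first replicate series. This table entered 1 check only, the one on genes missing from the gene table. The deposited BED file gives other values, the start and end of each TSC in the release 5 assembly, and a score whose meaning the authors do not state. That score was not used beyond a comparison with the recovered reads, whose median ratio to it was 1.11. Start coordinates are printed here counted from 1.

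Every RPM value of a library was a whole multiple of its smallest positive value, so whole reads per TSC were recovered exactly. The depth of a library was taken as the recovered reads over all TSCs. Depth ranged from 286206 reads at 5-6 h to 14705005 reads at 1-2 h, with a median of 2664024. A single read equalled 3.49 RPM in the shallowest library and 0.068 RPM in the deepest. For a count of 0, the limit of detection was taken as 3 reads, which is 10.5 RPM at 5-6 h, 7.88 RPM at 22-23 h and 0.204 RPM at 1-2 h. Confidence intervals at the 95% level are Wilson intervals for shares of reads and exact Clopper-Pearson intervals for the RPM of single genes. The files do not say how PCR duplicates were treated, so intervals and limits cover counting error only.

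Time dependence was tested with limma 3.58.1 (trend and robust options) in R 4.3.3, on log2(RPM + 1), as a moderated F test of a natural cubic spline of the window's midpoint with 4 degrees of freedom against a constant. Calls used an adjusted p (Benjamini-Hochberg) below 0.05. The plan, written before the data were examined, named edgeR for counts and limma for normalized values; the files hold RPM, so limma was used, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads served as alternatives. Features were kept by filterByExpr with a minimum count of 10 and no groups, which asked for 3.75 RPM in at least 20 time points and so removes features restricted to one stage. The fitted range is the highest minus the lowest fitted value on the log2 scale. Its standard error (SE) comes from the residual spread of the time points around the curve.

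Changes in promoter use were tested in genes whose 2 TSCs with the highest summed RPM both reached at least 10 RPM, with the same spline on the log2 ratio of their reads after adding 0.5 to each. On simulated data with 200 changed genes, that test recovered 156 and called 108 unchanged genes, which made up 40.9% of its calls. A quasi-binomial test with overdispersion, added after that outcome, recovered 143 and made 3 false calls (2.05%). Both are reported. In simulated time courses the gene test recovered 194 of 200 changed genes with 19 false calls (8.92% of its calls), and the TSC test 185 of 200 with 25 false calls (11.9%). edgeR recovered 196 and 194 on the same simulated genes and TSCs, with 9 and 7 false calls.

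TSCs were classed as in the study's definitions. Housekeeping TSCs had a maximum of at least 10 RPM and a highest value under 5 times the lowest, and a TSC with a 0 in any time point was not counted. Developmentally regulated TSCs had the same maximum and at least 60% of their summed RPM within 8 consecutive time points. Stage specificity was the Shannon entropy of the RPM profile, in TSCs with a maximum of at least 2 RPM. Medians were compared with a two-sided permutation test over TSCs with 100000 resamples. Libraries were compared by the Pearson correlation of log2(RPM + 1) over TSCs with a maximum of at least 10 RPM, and its relation to the time gap was tested by permuting the time labels 100000 times. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

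Genes are named by rules fixed before the data were examined. One list held 11 genes that the study used as markers or examples. The other took, for each part of the series (highest RPM at 0-8 h, 8-16 h or 16-23 h), the 3 genes with the largest fitted range among genes with an adjusted p below 0.05 and a maximum of at least 25 RPM, and for promoter use the 2 genes with the largest fitted range of the log2 ratio. Symbols and gene types come from a newer annotation, matched by identifier for 10253 of 10622 genes. That annotation uses another assembly than the deposited coordinates, so it was not used to place TSCs in exons or introns. No sequence of the release 5 assembly was at hand, so the planned comparison of core promoter motifs was not made.

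Alternatives covered other scaling factors (TMM and DESeq2 size factors), other filters and pseudocounts, splines with 3 and 6 degrees of freedom, other class limits, moving averages, random thinning of every library to the depth of the shallowest, and leaving out each time point in turn.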

Results

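To follow promoter activity through embryogenesis, RAMPAGE libraries were made from embryos of 23 consecutive 1-hour collections that together cover 0-23 h after egg laying. Each time point is represented by 1 library, with no replicate, so every test over time took its error from the scatter of the libraries around a smooth curve. The 23 libraries held 83864003 reads in TSCs. Their depths spanned a 51.4-fold range, from 286206 reads at 5-6 h to 14705005 reads at 1-2 h. The other shallow libraries were those of 22-23 h with 380700 reads, 12-13 h with 438473 reads and 14-15 h with 593906 reads, while 19-20 h held 779483, 4-5 h held 787574 and 21-22 h held 901087. Intermediate depths came from 7-8 h (1193702), 2-3 h (1275416), 3-4 h (1823635), 11-12 h (2466960), 8-9 h (2664024) and 13-14 h (2743799). The remaining libraries were deeper, with 3344617 reads at 15-16 h, 3430783 at 10-11 h, 4119650 at 9-10 h, 5906729 at 16-17 h, 6685007 at 6-7 h, 6805653 at 18-19 h, 6887499 at 20-21 h, 7380404 at 17-18 h and 8263691 at 0-1 h.

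**Figure D1:**
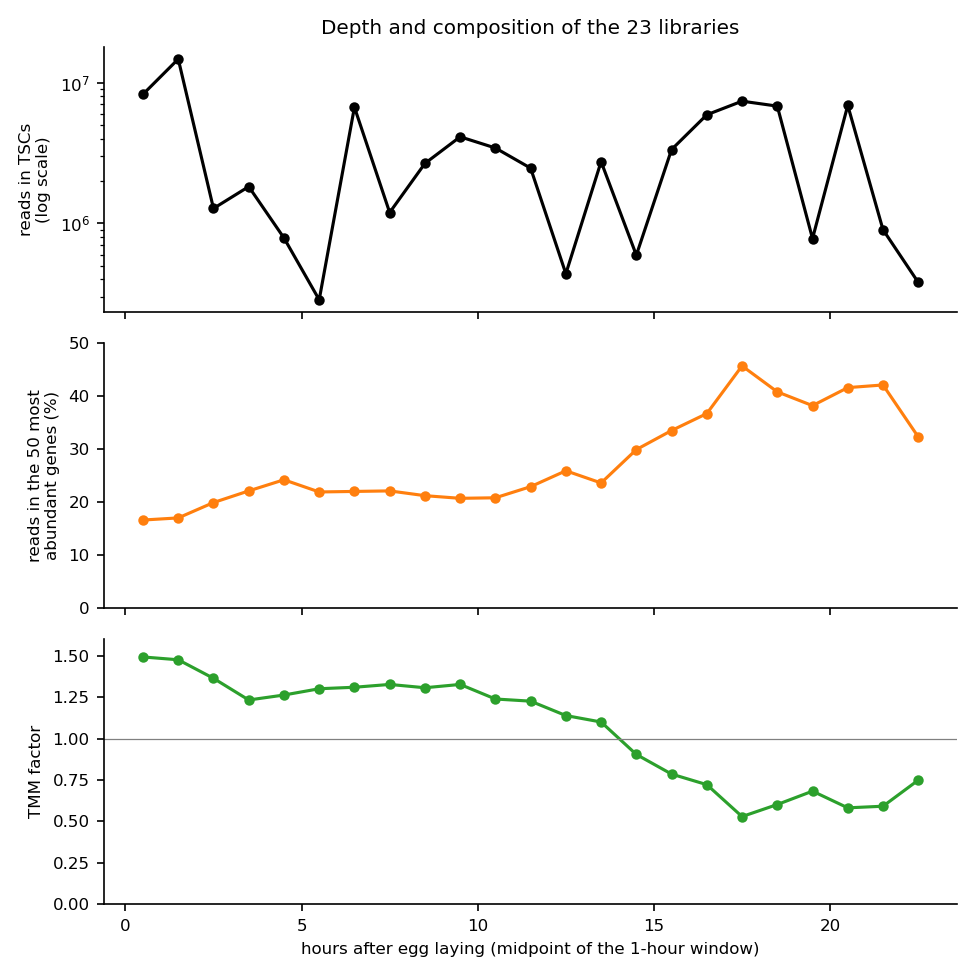
Reads counted in TSCs (log axis), share of reads in the 50 most abundant genes (%) and TMM factor of each of the 23 libraries, by hours after egg laying. Depth runs from 286206 reads at 5-6 h to 14705005 at 1-2 h, the share of the top genes rises from 16.6% at 0-1 h to 45.7% at 17-18 h, and the TMM factor falls from 1.493 to 0.529 between the same windows.

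The table lists 24730 TSCs with a median width of 41 bp (quartiles 15 and 98 bp). Of these, 21135 (85.46%) were assigned to 10622 genes and 3595 (14.54%) to none, and 4598 genes had at least 2 TSCs. TSCs without a gene were weak, with a median of 30 reads over the series against 270 for TSCs with a gene. They took 0.337% of reads at 0-1 h (Wilson 95% confidence interval 0.333% to 0.341%), 0.806% at 7-8 h (0.790% to 0.822%) and 0.362% at 21-22 h (0.350% to 0.374%). Unplaced or heterochromatic scaffolds carried 13.49% of the TSCs without a gene and 0.743% of those with one. The 50 most abundant genes took 16.6% of reads at 0-1 h and 45.7% at 17-18 h, and the most abundant gene was CG13159 in each library from 9-10 h to 16-17 h, CG30457 in each from 17-18 h to 21-22 h, where it reached 10.1% of reads, and Cpr47Eg at 22-23 h with 3.91%. This change in composition matters for every value in RPM. TMM scaling, which compares the bulk of the features between libraries, gave factors that fell from 1.493 at 0-1 h to 0.529 at 17-18 h, a 2.82-fold spread, so a gene with a constant share of RPM would rise late in the series under TMM.

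Whether the libraries ordered by developmental time was asked first, from the Pearson correlation of each of 253 pairs over TSCs with a maximum of at least 10 RPM. These correlations are across TSCs within pairs of libraries, and TSCs are not independent replicates. Neighbouring windows correlated at 0.888 to 0.988 (median 0.945), and windows whose start times lay at least 15 h apart at 0.409 to 0.518 (median 0.448). The correlation fell with the time gap, with a Spearman rho of -0.97 and a Pearson r of -0.95. Both had a permutation p of 1e-05 when time labels were shuffled, which is the smallest that 100000 permutations can give. Without the 2 libraries farthest from the median time, r was -0.96. These were the only relations across samples that were computed, so no adjustment was made. For 19 of 23 libraries the most similar library was a neighbour in time. The exceptions paired 6-7 h with 8-9 h, 13-14 h with 11-12 h, 20-21 h with 18-19 h and 22-23 h with 20-21 h. Among the 4 alternatives for this relation the one that moved it most, a pseudocount of 0.1, gave a rho of -0.96.

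**Figure D2:**
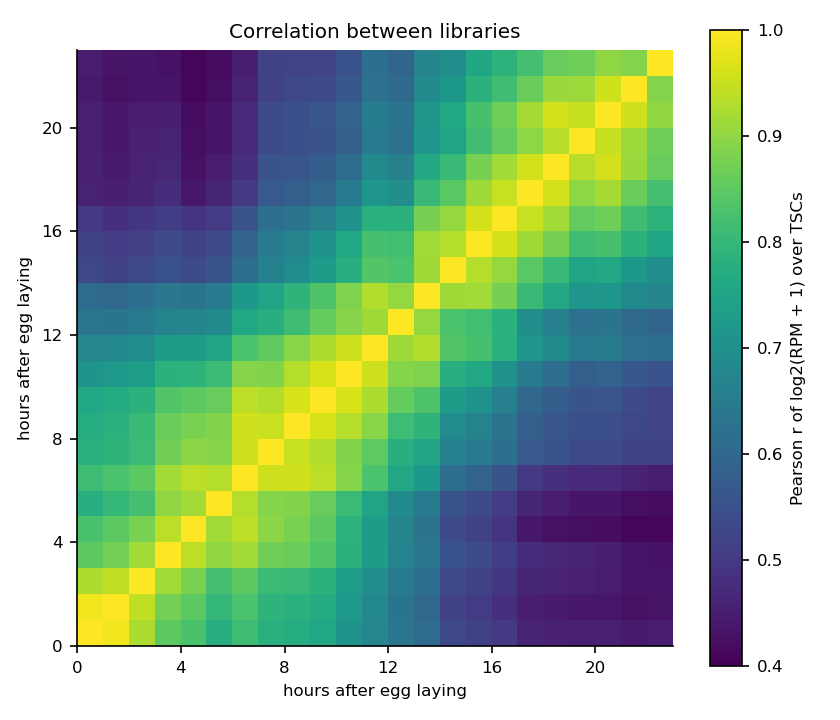
Pearson correlation of log2(RPM + 1) for every pair of the 23 libraries, ordered by hours after egg laying on both axes and coloured by r. Values near the diagonal lie between 0.888 and 0.988 for neighbouring windows, and those at gaps of at least 15 h between 0.409 and 0.518.

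The next comparison asked how many promoters were strongly expressed, constant or stage-restricted. A maximum of at least 25 RPM was reached by 8271 TSCs (33.45% of all), 8118 of them assigned to 6835 genes and 153 to none. At least 10 RPM was reached by 12227 TSCs (49.44%), of which 486 had no gene. In 1460 of these 12227 the maximum rested on fewer than 10 reads. The housekeeping class held 901 TSCs (7.37% of those with at least 10 RPM), all assigned to a gene. That class needs a read in every library, which a weak TSC can fail for want of reads alone. The developmentally regulated class held 6475 TSCs (52.96%), and 4851 fell in neither class. Regulated TSCs made up 88.07% of TSCs without a gene and 51.5% of TSCs with a gene at that expression level. These shares were not matched on reads. Over all TSCs, those without a gene had a median of 30 reads against 270, so the contrast is not separated from a difference in reads. The housekeeping count depended on its limits more than any other, with 137 TSCs under a 3-fold limit and 2760 under a 10-fold limit. Under TMM scaling it was 1732, of which 694 were also housekeeping with library totals. A 0 in at least 1 time point excluded 6310 TSCs from that class. In 1315 TSCs it was the only 0, and for 262 of these it lay at 5-6 h and for 365 at 22-23 h, where a count of 0 allows up to 10.5 RPM and 7.88 RPM.

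Regulated TSCs were then split by the time of their highest value. With library totals, 2728 (42.1%) peaked at 0-8 h, 1706 (26.3%) at 8-16 h and 2041 (31.5%) at 16-23 h. With TMM scaling the split was 1376 (23.7%), 1186 (20.4%) and 3248 (55.9%), so the largest group changed from early to late with the scaling. Peaks were also unevenly placed among single libraries. Among all TSCs with at least 10 RPM, 1039 peaked at 5-6 h, 593 of them on fewer than 10 reads, and 200 peaked at 6-7 h. At 22-23 h there were 1146, of which 432 rested on fewer than 10 reads. After every library was thinned to the depth of the shallowest, 707 TSCs peaked at 5-6 h, 452 at 6-7 h and 881 at 22-23 h.

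**Figure D3:**
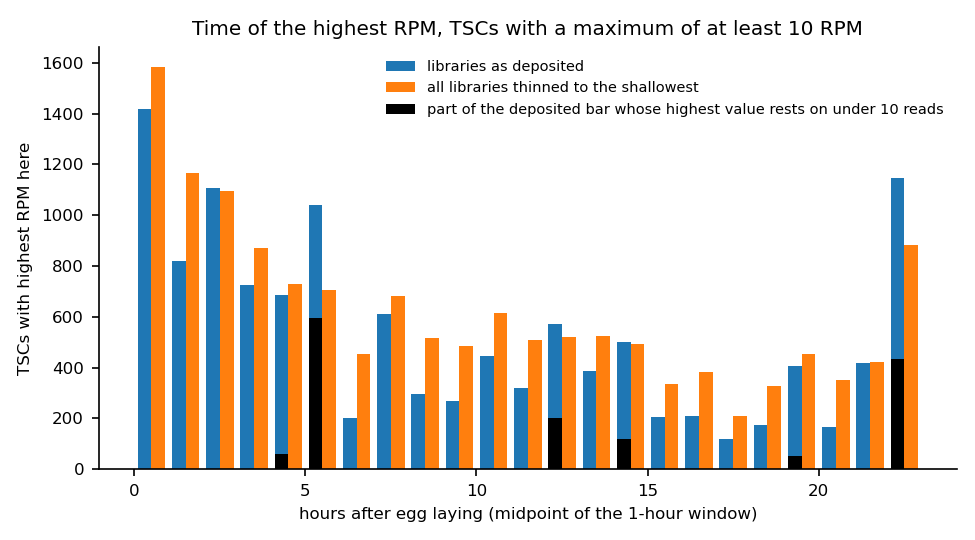
Number of TSCs with a maximum of at least 10 RPM that reached their highest RPM in each 1-hour window, at full depth and after every library was thinned to the depth of the shallowest, with the part that rests on fewer than 10 reads in black. The count at 5-6 h falls from 1039 to 707 after thinning, and that at 6-7 h rises from 200 to 452.

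TSCs without a gene, which the study treated as possible promoters of noncoding transcripts, were compared with gene-assigned TSCs in how stage-specific they were. Entropy is low for a profile concentrated in few time points and reaches at most 4.52 bits for a flat profile over 23 windows. The median was 2.90 bits in 2555 TSCs without a gene (quartiles 2.39 and 3.40) and 3.74 bits in 18594 TSCs with a gene (quartiles 3.11 and 4.19). The difference was -0.83 bits (bootstrap 95% interval -0.88 to -0.79), with a two-sided permutation p of 1e-05, the smallest the permutations can give. The groups differed in depth as well, with medians of 44 and 407 reads per TSC. When each TSC without a gene was matched to a gene-assigned TSC with a similar number of reads, the difference was -0.05 bits in the median of 25 draws, with a median permutation p of 0.084 (0.0095 to 0.212). Thinned to 50 reads per TSC, which only stronger TSCs have, it was -0.15 bits (permutation p 1e-04, the smallest that 10000 permutations can give). TSCs of annotated ncRNA genes had a median of 3.58 bits (276 TSCs), against 3.74 bits for those of protein-coding genes (17333 TSCs).

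Time dependence was called at an adjusted p below 0.05 for 4633 of 5101 genes tested (90.83%) and for 4995 of 5510 TSCs tested (90.65%). The fitted range was at least 5-fold in 2231 of the genes and 2506 of the TSCs. Among called genes the median fitted log2 range was 2.27, and the residual standard deviation of the time points around the curve had a median of 0.46 over the genes. As a ratio, the alternative that moved the count most was thinning every library to 286206 reads, after which 1625 genes were called of 1881 tested. Without a filter 9524 genes were called. The filter had left out 3649 of 8748 genes with a maximum of at least 10 RPM (41.71%), and with that maximum as the only filter 8158 genes were called. edgeR with TMM scaling called 4027 genes, 3729 of them also called by limma. Of the called genes, 67% had their fitted maximum at 0-8 h, 24.4% at 8-16 h and 8.63% at 16-23 h with library totals, and 50.1%, 16.7% and 33.2% with TMM scaling.

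Of the 11 marker and example genes fixed beforehand, 10 were in the gene table, and RpL19 was not. Only 2 passed the filter, and both were called. The count adjusted over the list alone was 2 as well. The study had chosen these genes on data of the same kind, so they are not independent evidence. The noncoding RNA gene roX1 (FBgn0019661) reached 2740 RPM at 3-4 h (95% interval 2660 to 2820, 4997 reads). Its strongest TSC, at X:3756066-3756102 on the minus strand in the release 5 assembly, held 93.3% of its reads. Its fitted log2 range was 3.98 (SE 0.47, adjusted p 1.1e-09). The noncoding gene FBgn0264479 (lncRNA:CR43887, TSC at 3L:11686227-11686252, plus strand) reached 4990 RPM at 4-5 h (4830 to 5140, 3927 reads) and fell to 4.44 RPM at 21-22 h, where it had 4 reads. Its fitted log2 range was 8.19 (SE 0.70, adjusted p 1.15e-10).

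The other markers peaked in turn along the series. The polar granule component gene pgc (FBgn0016053, TSC at 2R:18217643-18217782, plus strand) was highest at 0-1 h with 350 RPM (337 to 363). The gap gene hb (FBgn0001180) was highest at 2-3 h with 499 RPM (461 to 539), and the noncoding bxd (FBgn0020556) at 3-4 h with 93.8 RPM (from 171 reads). The pair-rule gene prd (FBgn0003145, 2L:12085822-12085839, minus strand) was highest at 3-4 h with 33.4 RPM (25.6 to 43). The segment polarity gene gsb (FBgn0001148, 2R:20949476-20949502, plus strand) was highest at 5-6 h with 41.9 RPM, a value that rests on 12 reads (21.7 to 73.2). The gene mas (FBgn0011653, 3L:4167451-4167472, minus strand) was highest at 12-13 h with 141 RPM from 62 reads. Edg78E (FBgn0000551, 3L:21290787-21290936, minus strand), a cuticle protein gene, was highest at 18-19 h with 266 RPM (254 to 278). NLaz (FBgn0053126) stayed below 10 RPM, and its highest value of 9.12 RPM at 12-13 h came from 4 reads (2.49 to 23.4). With a maximum of at least 10 RPM as the only filter, 9 of the 9 markers at that level were called. The adjusted p was 0.0386 for prd, with a fitted log2 range of 2.18 (SE 0.85), and at most 3.34e-07 for the others. The fitted curve of prd was highest at the first window, not at 3-4 h, so a spline with 4 degrees of freedom did not follow its short burst. Fitted maxima also missed the highest RPM for hb (0-1 h against 2-3 h), bxd (5-6 h against 3-4 h) and roX1 (7-8 h against 3-4 h). For pgc the windows were the same, and for FBgn0264479, gsb, mas and Edg78E they were neighbours.

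**Figure D4:**
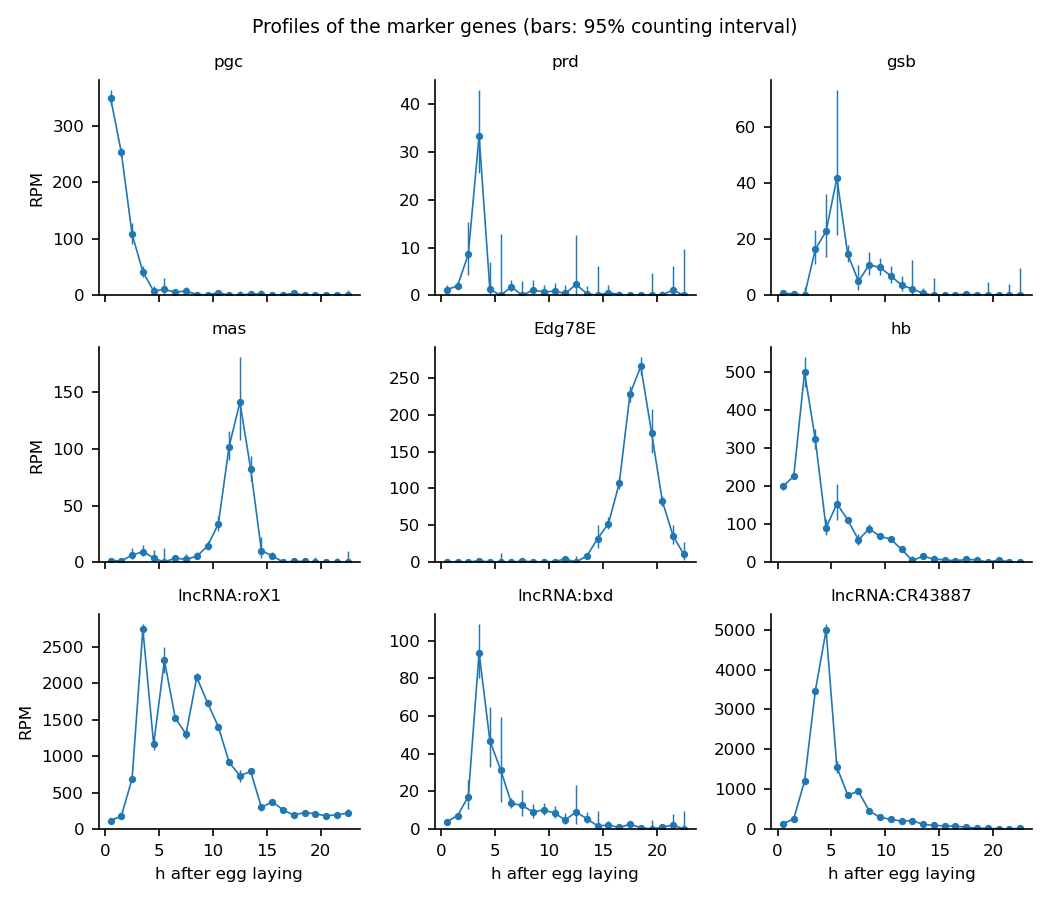
RPM over hours after egg laying for marker genes of the study, from pgc, highest at 0-1 h, to Edg78E, highest at 18-19 h. The 9 panels hold single genes, points are single libraries with Clopper-Pearson 95% intervals that cover counting error only, and the interval at the 5-6 h peak of gsb (21.7 to 73.2 RPM) rests on 12 reads.

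By rule, among genes that passed the filter, those with the largest fitted range that were highest at 0-8 h were Brd (FBgn0000216), Hsp26 (FBgn0001225) and CtsK1 (FBgn0250848). Brd (TSC at 3L:14965677-14965784, plus strand) reached 2060 RPM at 7-8 h, and its fitted log2 range was 9.40 (SE 0.57, adjusted p 9.38e-15). Hsp26 (main TSC at 3L:9370452-9370488, minus strand) was highest at 0-1 h with 5540 RPM and had a range of 8.85 (SE 0.71, adjusted p 6.42e-10). CtsK1 (main TSC at 3L:13987299-13987429, plus strand) was highest in the same window with 978 RPM and had a range of 8.25 (SE 0.75, adjusted p 7.92e-09). The filter decides this choice, since pgc, which it left out, had a range of 8.83 (SE 0.79) under the filter on a maximum of 10 RPM. At 8-16 h the rule gave TwdlF (FBgn0037224, 3R:72531-72774, plus strand), ect (FBgn0000451) and CG13362 (FBgn0029531, X:645249-645343, minus strand). TwdlF reached 23200 RPM at 15-16 h, with a range of 9.79 (SE 1.09, adjusted p 3.11e-07). The gene ect reached 5880 RPM at 14-15 h from TSCs at 3L:10194902-10195093 and 3L:10194599-10194644 on the minus strand, with a range of 9.30 (SE 0.93, adjusted p 1e-07). CG13362 reached 2960 RPM at 11-12 h, with a range of 9.25 (SE 0.45, adjusted p 2.75e-14).

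At 16-23 h the rule gave Cpr47Eg (FBgn0086519), Cpr65Ea (FBgn0035735) and CG15212 (FBgn0040842). Cpr47Eg (main TSC at 2R:7165724-7166196, minus strand) reached 50300 RPM at 21-22 h, and its fitted log2 range was 11.01 (SE 1.56, adjusted p 7.85e-09). Cpr65Ea (main TSC at 3L:7079619-7079844, minus strand) reached 18600 RPM at 16-17 h, with a range of 10.72 (SE 1.00, adjusted p 6.33e-08). CG15212 (main TSC at 3L:5124539-5124803, plus strand) reached 27500 RPM at 17-18 h, with a range of 10.47 (SE 1.07, adjusted p 1.71e-07). With TMM scaling the ranges of these late genes were 12.09, 11.52 and 11.41. Their lowest values rest on 3 reads or fewer at 4-5 h, and at 0-1 h they had 305, 149 and 227 reads. Reads at 0-1 h were common to late genes, with a median of 4.58 per 10000 reads elsewhere in the pool over 199 such genes, so these early values are not distinguished from background. Fitted ranges of genes with so few reads at their minimum depend on the pseudocount and set no bound. Cpr47Eg, TwdlF and Hsp26 belong to families of similar genes, and how the authors counted reads shared between copies is not stated.

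Finally, alternative promoters of the same gene were compared in their timing. In 899 of 1906 genes tested, the highest values of the 2 strongest TSCs lay at least 4 h apart. No minimum of reads was set for these highest values, which can rest on few reads in shallow libraries. A change in the ratio of these TSCs was called for 1222 of the 1906 genes (64.11%). In simulated data, where 200 of 1906 genes were changed, 40.9% of this test's calls were false. The quasi-binomial test, with 2.05% false calls in simulated data, called 1067 genes, 1012 of them shared. The share of false calls depends on how many genes truly change. Neither simulated share therefore carries over to the calls made here. Requiring both TSCs to reach 25 RPM moved the count most, to 652 of 902 genes tested.

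The rule named Argk1 (FBgn0000116) and slif (FBgn0037203). In Argk1 the TSC at 3L:9056006-9056112 had 9065 reads at 0-1 h and 62 at 13-14 h, while that at 3L:9050648-9050727, also on the minus strand, had 32 and 2762. The fitted log2 ratio ranged over 16.51 (SE 0.82, adjusted p 4.25e-14, quasi-binomial adjusted p 1.2e-14). In slif the TSC at 3L:22878222-22878343 on the plus strand had 753 reads at 0-1 h and none at 18-19 h, when that at 3L:22882352-22882374 had 123 reads, against none at 0-1 h. Its range was 16.43 (SE 1.28, adjusted p 8.38e-10, quasi-binomial adjusted p 5.32e-10). Both ranges include time points with 0 reads at 1 TSC, so their size depends on the pseudocount. In slif both TSCs had 0 reads at 4-5 h, 5-6 h, 7-8 h, 8-9 h, 9-10 h, 12-13 h and 14-15 h. There the log2 ratio is 0 through the pseudocount alone and holds no information on promoter use. Among the genes named above, hb changed from 44.7 and 454 RPM at 2-3 h to 104 and 7.18 RPM at 6-7 h. These values belong to its TSCs 3R:4523481-4523640 and 3R:4520305-4520323 on the minus strand (range 5.41, SE 1.21, adjusted p 5.97e-03, quasi-binomial 5.91e-03). That range runs from a fitted minimum at 0-1 h, with 931 and 713 reads, to a maximum at 14-15 h, with 5 and 0. It therefore does not measure the change between 2-3 h and 6-7 h, and its size depends on the pseudocount. In bxd the TSC at 3R:12598829-12598985 had 161 reads at 3-4 h and 5 at 9-10 h, and that at 3R:12574723-12574755 had 10 and 37 (range 8.97, SE 1.08, adjusted p 7.62e-07, quasi-binomial 1.11e-08). The fitted minimum of bxd lay at 14-15 h, where these TSCs had 0 and 1 reads, so the size of its range depends on the pseudocount too. For roX1 and Cpr65Ea the calls differed between the tests, with limma adjusted p of 3.33e-03 and 2.08e-05 and quasi-binomial values of 0.252 and 0.999. No change was called by either test for Hsp26, CtsK1 and ect (limma adjusted p 0.16, 0.10 and 0.20), though with weights from the read counts Hsp26 had an adjusted p of 0.0345.

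**Figure D5:**
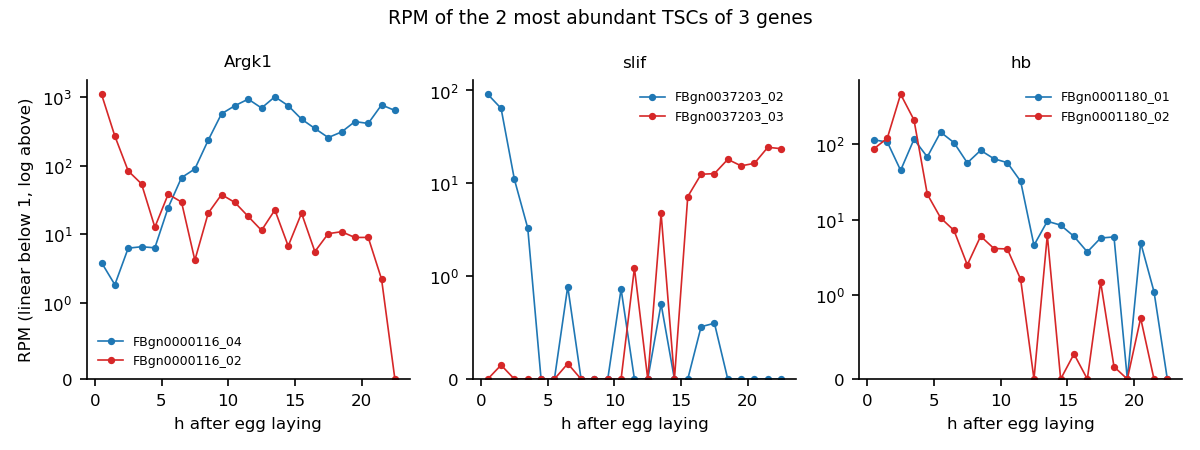
RPM (linear below 1, log above) of the 2 strongest TSCs of Argk1, slif and hb over hours after egg laying, each line 1 TSC and each point 1 library. In Argk1 the TSC FBgn0000116_02 at 3L:9056006-9056112 is highest at 0-1 h and FBgn0000116_04 at 3L:9050648-9050727 at 13-14 h.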

Values the study reported

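The study attributed 82% of the Drosophila melanogaster TSCs to annotated genes and left the other 18% without one. Between the biological replicates of this species it gave a squared Pearson correlation of 0.95 for TSCs with a maximum of at least 25 RPM, and of 0.92 for those with at least 10 RPM. It counted 11900 Drosophila melanogaster TSCs with a maximum of at least 10 RPM, of which 587 were classed as housekeeping and 6015 as developmentally regulated.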

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

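Of the genes in the table of aligned profiles, 1.07% have no row in the gene table, a signal in data that the comparisons of the report do not use. It lists 10698 genes, of which 10584 are shared with the gene table, and 38 genes of the gene table have no aligned profile. The newer annotation lists 97 of the genes missing from the gene table as protein-coding. For shared genes with a maximum of at least 10 RPM, the aligned profile was compared with the gene's own time course, interpolated and smoothed without warping. The median correlation across positions was 0.9997, so the aligned profiles derive from data like those in the gene table.

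The comparison with sets matched on profile height was chosen after the first comparison was seen. The methods of the study describe steps that could add genes before alignments between species. A conserved TSC that had a gene in only one of the species compared was given that gene in the other too, and orthologous TSCs that peak calling had missed but that had reads were added. Whether these steps were also applied to this series, which was aligned to another series of the same species, is not stated. A candidate explanation is therefore that some TSCs without a gene in the deposited table were given one before the alignment. The best match of each profile of the missing genes among unassigned TSCs had a median correlation of 0.965, against 0.954 for random sets of genes of the same size, which placed it at percentile 99.3 of 10000 sets. The profiles of the missing genes are also more peaked, with a median highest Z-score of 3.00 against 2.28, and peaked profiles match some TSC more easily. Against random sets matched on the height of the profile the median was 0.960 and the percentile 81.7. The explanation therefore cannot be told apart from a better match of peaked profiles in general, since the table gives no reads for these genes. TSCs added to those called, which would have no row in the deposited table to match, stay open as well, and no biological explanation was tested.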

How the results depend on the processing

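Of 66 alternative values for the main results, apart from those that left out a time point, 51 stayed on the same side of their threshold or within 1.5 times of the count reported, 14 counts moved further and 1 result became weaker. The following alternatives were chosen after seeing the data: the filter on a maximum of 10 RPM, thinning of whole libraries, minimum read numbers, pooled windows, limma with other scaling factors, edgeR with TMM, ncRNA genes added to the TSCs without a gene, read weights and the quasi-binomial test.

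Without a filter 9524 genes and 18016 TSCs were called as time-dependent, and with a maximum of at least 10 RPM as the only filter 8158 genes and 11382 TSCs, because more features were tested. After thinning to equal depth, 1625 genes and 1537 TSCs were called of 1881 and 1783 tested, fewer because fewer passed the filter. At full depth 1700 and 1605 of the same genes and TSCs were called. Other tests, scaling factors, spline sizes and pseudocounts gave 3899 to 4748 genes and 4088 to 5111 TSCs. Of the called genes, 67% had their fitted maximum at 0-8 h and 8.63% at 16-23 h with library totals, against 50.1% and 33.2% with TMM scaling, and 3624 genes were called under both. For regulated TSCs the share peaking at 16-23 h was 31.5% and 55.9%. With both TSCs at 25 RPM, 652 genes changed in promoter use, of fewer tested, and the 5 other alternatives gave 1067 to 1266.

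Housekeeping TSCs numbered 137 with a 3-fold limit and 2760 with a 10-fold limit, as a stricter or looser limit dictates. They numbered 2573 with a moving average over 3 time points and 2541 with reads pooled over 3 time points, both of which remove single low values. Under TMM there were 1732, and the cause was not tested. Developmentally regulated TSCs numbered 3956 with a maximum of at least 25 RPM, where fewer TSCs could enter, and 4106 with a window of 6 time points, which is stricter. The other alternatives gave 4399 to 9437. TSCs with at least 25 RPM numbered 7464 to 8739 and those with at least 10 RPM 10828 to 14300 under the alternatives.

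The entropy difference became weaker when TSCs were matched on their reads, at -0.04847 bits with a median permutation p of 0.084 over 25 draws, from -0.07 to -0.03 bits. In 7 of the draws the permutation p was below 0.05. A TSC active in few windows has fewer reads in total, so matching may also remove part of a real difference. Under the other alternatives the difference ran from -0.78 to -0.15 bits, and the decline of correlation with time gap had a rho from -0.97 to -0.96.

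Leaving out each time point in turn gave from 4512 to 4744 genes, 4856 to 5112 TSCs and 1180 to 1249 changes in promoter use. It gave 8163 to 8266 TSCs with at least 25 RPM, 11937 to 12222 with at least 10 RPM, 904 to 1022 housekeeping and 6637 to 7104 regulated TSCs, entropy differences from -0.85 to -0.80 bits and a rho from -0.974 to -0.969. For the 19 named genes all 38 times of the highest RPM under a moving average or TMM scaling lay within 1 h of the reported one, and sums over TSCs equal the gene values by construction. For the 11 tested genes all 22 fits with TMM scaling or 6 degrees of freedom were called, with an adjusted p of at most 5.05e-06, and over these, 3 degrees of freedom, a pseudocount of 0.1, edgeR and DESeq2 the highest was 3.42e-05.

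The shallow libraries limit the timing of weak TSCs and the housekeeping class, since 3 reads equal 10.5 RPM at 5-6 h. The motif comparison and its 3 alternatives were not run, for want of the release 5 sequence. Library totals and limma on log2(RPM + 1), listed as alternatives, became the main setting.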

Other observations

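The tests on barcode exchange, on older embryos and on the correlation dips at 12-13 h and 22-23 h were chosen after their results were seen. Whole-library thinning, the minimum of 10 reads and the quasi-binomial test were chosen after seeing the data. What each other test would show was written before its outcome was seen, for patterns noticed in the data.

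Here 901 TSCs were housekeeping. That is higher than the value quoted from the study above. The count here depended on the fold limit, with 137 TSCs at 3-fold and 2760 at 10-fold. The paper shows promoter profiles of its first replicate series, which was not used here. It does not state which series its housekeeping count came from, so the difference cannot be assigned to a cause.

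The time labels were shuffled in 100 series, the real order included, and 1 of the 100, the real one, gave as many time-dependent genes. The same count, 1 of 100, was found for TSCs and again for promoter use by limma. The most calls in any shuffled series were 1340 genes, 1398 TSCs and 75 changes in promoter use. For the quasi-binomial test 1 of 50 series, the real one, gave as many calls, and the most in a shuffled series were 131.

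TSCs with at least 10 RPM peaked at 5-6 h 2.35 times as often as in the mean of its neighbours. After thinning to equal depth the ratio was 1.20, so the low depth of this library may account for most of the excess. At 22-23 h 1146 TSCs peaked, against 419 at 21-22 h, and after thinning the counts were 881 and 422. An excess at 22-23 h over 21-22 h thus remained at equal depth, and its cause was not tested. The library of 22-23 h correlated with 21-22 h at 0.888, below the 0.937 or more of neighbouring pairs at 15-22 h. Over 100 random thinnings the median was 0.844, and in all 100 it lay inside the range of those pairs (medians of its ends 0.837 and 0.863), so depth could explain that dip. The mean correlation of 12-13 h with its neighbours was 0.910, against at least 0.924 for the windows at 10-16 h that share no pair with it. After thinning the median was 0.8505 against a lowest of 0.8516, and 12-13 h stayed below them in 77 of 100 thinnings. Depth cannot be told apart from another cause of the small gap that remains, since 1 library is set against 3 windows.

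The lower entropy of TSCs without a gene was not explained wholly by their few reads, since a difference of -0.15 bits stayed when 1156 and 15802 TSCs were each thinned to 50 reads. With the expression limit applied only to values from at least 10 reads, a difference of -0.69 bits was left. TSCs kept in that way can still have their highest value from fewer reads. How far maxima on few reads contribute to the difference therefore stays open. Thinning keeps only TSCs with at least 50 reads, while matching keeps the weak ones and left -0.05 bits, so how much of the difference is biological stays open.

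Housekeeping TSCs had a median width 42 bp above the 70 bp of regulated TSCs, but they also had 7221 against 686 reads. In each of 1000 draws, 895 TSCs per class were taken with replacement within bins of similar reads. The median width of housekeeping TSCs was then 3 bp higher (median over the draws, 95% of draws from -2 to 9). A difference in reads per TSC may therefore account for the difference in width.

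The share of reads in TSCs without a gene averaged 0.750% over 3-12 h and 0.368% over 20-22 h. Abundant late genes are not the whole cause, since without the 50 most abundant genes of each library the late share was 0.633%, under the range of 0.900% to 1.04% at 3-12 h. Scaffolds are not the whole cause either, as the ratio fell from 2.04 to 1.53 without them. The late share without scaffolds was 0.303%, under the range of 0.357% to 0.561% at 3-12 h. Top genes and scaffolds were not removed together, so whether both in combination account for the fall stays open. The last library went partly back, with 0.514% at 22-23 h (0.760% without the top genes, 0.414% without scaffolds). Its share without scaffolds lay inside the range at 3-12 h. With it in the late mean, the late share without the top genes was 0.675%, and the ratios were 1.80 and, without scaffolds, 1.36. A biological change with age, which the design would allow, was not tested.

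In 199 genes that peak late, the library of 0-1 h held 4.58 reads per 10000 reads elsewhere in the pool (median). Genes centred at 13-16 h, 16-19 h and 19-23 h had 6.12, 4.62 and 4.36, within a ratio of 1.40, although only 9 genes are in the first set. For the other, larger sets the ratio was 1.06 (bootstrap 95% interval 0.952 to 1.26). An equal rate for all ages is what an exchange of barcodes among the pooled libraries at 1 rate might give. A mixture of older ages was not tested. Embryos of a single older age are argued against. With each of the 10 libraries from 13-14 h on taken as the source, the largest ratio between the sets was at least 2.19 (at 17-18 h), against 1.40 observed. At 17-18 h the rate of the set centred at 13-16 h was 0.457 of that centred at 16-19 h. At 18-19 h, where the larger sets were nearest to equal (0.988), it was 0.154. The value observed at 0-1 h was 1.32 (0.717 to 2.08). At 1-2 h the sets had 6.80, 7.07 and 4.51 reads per 10000, a largest ratio of 1.57, and the 2 larger sets differed by the same ratio (1.31 to 2.00). At 3-4 h they had 1.63, 3.16 and 1.93, a largest ratio of 1.94, and the larger sets differed by 1.64 (1.28 to 2.29). Exchange at 1 rate is therefore not the whole cause in these libraries, while exchange at rates that differ between pairs of barcodes stays open. At 2-3 h the medians were 0, 0.693 and 0.646, and at 4-5 h and 5-6 h the median over all 199 genes was 0. Maternal RNA of the same genes was not tested.

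Changes in promoter use called by limma and not by the quasi-binomial test concerned 210 genes. Their weaker TSC had a median of 331 reads, against 691 in genes called by both, a ratio of 2.09. A candidate explanation is that few reads pull the log2 ratio towards 0 in shallow libraries.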
